A study of Homo sapiens with 12 samples.

How the data were processed

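Gene expression was measured by RNA sequencing in K562 cells, an erythroleukaemia line, with the HRG1 gene intact (WT) or knocked out (KO), either left untreated or exposed to sodium butyrate. Per the labels' protocols, butyrate was given at 0.75 mM 24 h after plating and again 48 h after that dose, and cells were collected 6 h after the second dose. The series design places the samples at day 8 of differentiation, and how this day relates to those hours is not stated. Total RNA was extracted with TRIzol and the libraries were prepared by a service provider, per the labels' protocols. Groups and replicate numbers were taken from the sample titles, which gave 4 groups of 3 libraries. The number of KO clones, the way the knockout was made and whether the replicates were separate cultures are not stated.

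The authors deposited a single table of whole-number counts per gene symbol for all 12 libraries, and the unit counts was read from the values, since the columns held whole numbers with unequal sums. The aligner, the counting tool, the genome build, the gene annotation, the use of strand and any filter are not stated by the labels or the file header. Genes that overlap, that share reads with a near-identical copy or that lie antisense to another gene can therefore carry reads of each other, and values of HBA1 and HBA2, HBG1 and HBG2 were treated as uncertain and also summed, and those of GYPB were treated as uncertain. Some results for single genes are not reported here. Every column was matched to a sample by its library name in the labels, 0 columns were left unused and 0 lines named no gene. The table held 28278 genes, of which 6319 had 0 counts in every library.

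Library totals ranged from 19963594 counts in replicate 1 of untreated WT to 30348538 in replicate 3 of untreated KO. The limit of detection was set at 3 counts, which corresponded to 0.0953 to 0.162 CPM (counts scaled to library size) depending on the library. Shares of counts carry Wilson 95% confidence intervals. These intervals and the limit cover counting error only, because the reads carried no stated molecular identifiers. No replicate pair of a group held the same library, since the smallest chi-square per degree of freedom between replicates of a group was 40.7.

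Counts were analysed as deposited in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, which left 15805 genes, and libraries were scaled by TMM. A quasi-likelihood model with a mean per group was fitted to all 12 libraries, whose shared spread gave a biological coefficient of variation of 0.384. The quasi-likelihood F-test was applied to 5 contrasts: butyrate against untreated in WT, the same in KO, KO against WT in untreated cells, the same in treated cells, and the interaction, which is the butyrate effect in KO minus that in WT. P-values were adjusted by Benjamini-Hochberg over all tested genes in each contrast, with a threshold of 0.05. Log2 fold changes are given with their standard errors (SE), and group values are TMM-scaled CPM. Where every library of a group held 3 counts or fewer, the fold of the other group's mean was computed against that limit. It is a lower bound for the group means and not for single libraries. Values of single genes were also compared by two-sided exact permutation tests of log2 CPM, whose smallest possible p for 3 libraries against 3 is 0.1.

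A set of 9 gene lists covered heme synthesis, globins, heme transport and degradation, iron handling, erythroid membrane proteins, erythroid regulators, BACH1 targets, ATF4 targets and the lysosome. They held 137 distinct genes, and SLC48A1 was kept out of them. The globin list kept HBA1, HBA2, HBG1 and HBG2 as separate genes. Copies that can share reads were thus counted singly in its tests in every contrast. Lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and the preset correlation of 0.01, adjusted by Benjamini-Hochberg over the 9 lists of a contrast. The self-contained test fry and camera with the correlation estimated from the data served as alternatives. Genes of a list were also adjusted over the list alone. Named genes are SLC48A1 and, for each contrast, the 3 largest rises and the 3 largest falls among genes past the threshold with at least 50 counts in every library of the higher group and with no overlap between the groups. Members of the lists could be named as well. The groups, tests, lists, naming rule and most alternatives were set before the data were examined.

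Libraries with the same replicate number tended to deviate together from their group means. The correlation of these deviations over genes ranged from 0.195 to 0.409 for the pairs in the WT butyrate contrast, from 0.147 to 0.468 in the KO butyrate contrast, from 0.210 to 0.361 in the untreated genotype contrast and from 0.315 to 0.595 in the treated genotype contrast. For pairs with different numbers the highest correlation was 0.186, 0.123, 0.0692 and 0.343, in the same order. The ranges thus overlapped in the treated genotype contrast. For pairs differing in both genotype and treatment, the correlation ranged from -0.003 to 0.355 with the same number. With different numbers it ranged from -0.343 to 0.198 for such pairs. The pairing comes from the numbers in the sample titles, and the labels do not say what a number stands for. The fit without the replicate number was the planned main analysis, and the fit with replicate number as a block was an alternative.

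The other alternatives set in advance were DESeq2 size factors in edgeR, library size without scaling, no filter, a filter of at least 10 counts in every library, an adjusted p of 0.01, a log2 limit of 1, the DESeq2 1.42.0 Wald test, a fit of only the 6 libraries compared, a prior count of 0.5 for lists, and leaving out each library in turn. Library size without scaling moved the median log2 change of all genes to 0.12 for butyrate in KO, against 0.00 with TMM, and to 0.09 for the interaction, against -0.02. For genotype in treated cells this median was 0.09, against -0.002 with TMM. Changes are given relative to the TMM medians.

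The analysis steps were tested on simulated data, with 15707 genes tested and 200 genes changed. Counts were drawn from the gene means of untreated WT and the sizes of the real libraries. At the threshold, 15% of genes changed by 1 and 68% of genes changed by 2 on the log2 scale were called. Of 86 calls, 3.49% were of unchanged genes and 0 had the wrong sign. In the contrast of treated with untreated KO, only the 20 genes of a planted list were changed. It gave 0 calls, so those changes were missed gene by gene. No simulated contrast was free of changes. In the interaction, 41% of genes changed by 2 on the log2 scale were called. The planted list was recovered in untreated KO against untreated WT, and 0 other lists were called there. Genes were drawn independently, with no deviation shared by same-numbered libraries. The simulation therefore cannot show how often list tests make false calls when genes are correlated.

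GENCODE release 29 on GRCh38 was used only to assign genes to chromosomes by symbol and to give their order, GC content and length. It matched 14789 of the 15805 tested genes. No coordinates are given, because the build used by the authors is not stated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.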

Results

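RNA sequencing was carried out on K562 cells, a human erythroleukaemia line that can be driven towards the erythroid lineage by sodium butyrate, a histone deacetylase inhibitor. Cells lacking HRG1, a heme transporter encoded by SLC48A1, were compared with unedited cells, with and without butyrate. The design asked how the loss of this transporter bears on gene expression during erythroid differentiation. There were 4 groups of 3 libraries. Totals for replicates 1, 2 and 3 were 19963594, 21576962 and 28717216 counts in untreated WT and 22969599, 21978067 and 29139363 counts in treated WT. They were 20403891, 20785901 and 30348538 counts in untreated KO and 21656840, 27415432 and 29242593 counts in treated KO. The share of counts given to the ribosomal RNA gene RNA28SN5 ranged from 0.673% (Wilson 95% confidence interval 0.670 to 0.676) in replicate 3 of treated KO to 5.63% (5.62 to 5.64) in replicate 1 of treated WT. The 10 most abundant genes of a library took 7.67% to 16.1% of its counts, the highest share also being that of replicate 1 of treated WT.

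A principal component analysis of log2 CPM separated the genotypes on PC1, which carried 53.1% of the variance. WT libraries lay between -102 and -89.7 on this component and KO libraries between 83.8 and 102. PC2 carried 20.9% and followed both treatment and replicate number. Untreated libraries lay between 15.3 and 75.6 on PC2, and replicates 2 and 3 of the treated groups between -84.8 and -74.3. Replicate 1 of treated WT lay at 40.9, within the range of the untreated libraries, and replicate 1 of treated KO at 4.21.

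**Figure D1:**
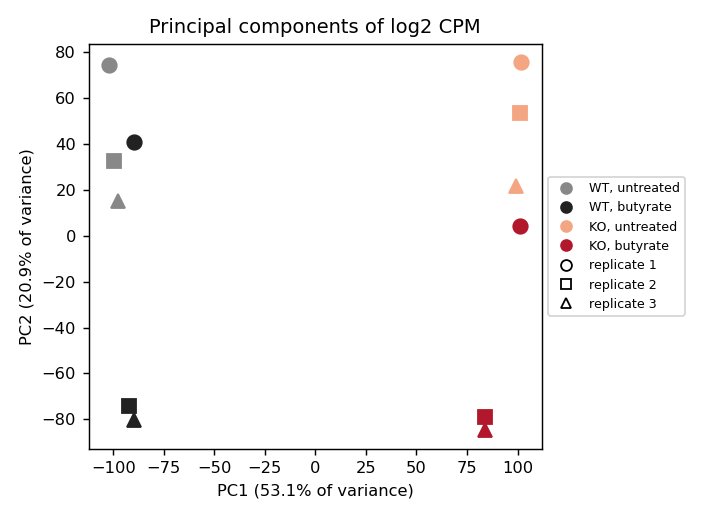
Principal components of log2 CPM, with PC1 on the x axis (53.1% of variance) and PC2 on the y axis (20.9%). Each point is a library, the colour gives the group and the shape the replicate number. Genotypes separate on PC1, and the treated libraries of replicate 1 lie above those of replicates 2 and 3 on PC2.

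SLC48A1 was examined first in every library, since it was the target of the knockout. Untreated WT held 1357, 1772 and 1945 counts in replicates 1, 2 and 3, and treated WT held 1617, 1380 and 1914. Untreated KO held 55, 175 and 196 counts and treated KO 131, 242 and 313. In scaled units this was 73.7 ± 8.42 CPM (SD, n = 3) in untreated WT, 67.8 ± 13.9 in treated WT, 5.94 ± 2.74 in untreated KO and 8.03 ± 2.04 in treated KO. Every KO library was below every WT library, so the values go with the labels in all 12. The KO level was 8.06% of WT in untreated cells (log2 fold change -3.63, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 1.82e-05) and 11.8% in treated cells (-3.07, adjusted p 7.41e-05). Two-sided exact permutation tests gave p 0.1 in both settings, the smallest value that 3 libraries against 3 allow. Transcripts were thus reduced and not absent, and counts alone do not show whether those remaining are intact. Butyrate did not move SLC48A1 beyond the spread between replicates in WT (exact permutation p 0.6, n = 3) or in KO (exact permutation p 0.5, n = 3). Leaving out single libraries placed the log2 difference between -3.96 and -3.31 in untreated cells and between -3.28 and -2.90 in treated cells.

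**Figure D2:**
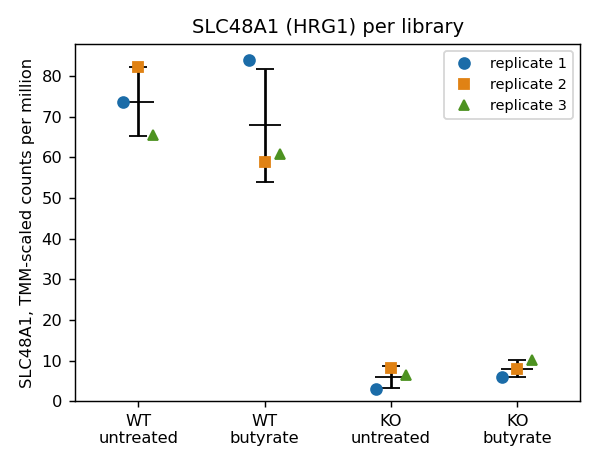
SLC48A1 in TMM-scaled CPM (y axis) in the 4 groups (x axis). Points are libraries, horizontal lines are means and error bars are SD (n = 3). KO libraries lie between 2.94 and 10.1 and WT libraries between 58.9 and 83.8.

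The response of unedited cells to butyrate was tested by comparing treated with untreated WT. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 372 of 15805 genes differed, 285 higher and 87 lower in treated cells. The groups did not overlap for 3429 genes, against the 10% that chance gives for 3 libraries against 3. Of the alternatives set in advance, leaving out replicate 2 of untreated WT gave the lowest count, 43, and the replicate block the highest, 1361 (864 higher, 497 lower), including the 372. It was 64 and 158 without replicate 1 or 3 of untreated WT, and 1243, 65 and 145 without replicate 1, 2 or 3 of treated WT.

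Among the largest rises, PHOSPHO1 was at least 24.4-fold higher in treated WT, its untreated libraries all being at or below 3 counts. It kept an adjusted p under 0.05 in 4 of the 6 fits that left out 1 library, the highest being 0.0630 without replicate 2 of untreated WT. SNCB rose by 6.75 on the log2 scale (SE 1.03, edgeR adjusted p 0.00781) and ALPL by 6.71 (SE 0.99, adjusted p 0.00721). Leaving out replicate 2 of untreated WT took SNCB to an adjusted p of 0.0523 in edgeR, while ALPL passed in all 6 fits. The size of the rise was less firm, ranging over these fits from 5.83 to 10.8 for SNCB and from 6.04 to 10.4 for ALPL. The largest falls were those of SOX5 (log2 fold change -3.15, SE 0.43, edgeR adjusted p 0.00534), DLGAP1-AS2 (-2.71, SE 0.37, adjusted p 0.00534) and KCTD15 (-2.44, SE 0.37, adjusted p 0.00750), each past the threshold in all 6 fits. In a fit of only the 6 libraries compared, SNCB, ALPL and KCTD15 did not pass (edgeR adjusted p 0.0639, 0.0558 and 0.0610).

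In the 9 gene lists, camera placed 6 past an adjusted p of 0.05 for butyrate in WT. Globins had a median log2 change of 1.97 (8 genes, 8 higher, adjusted p 2.81e-05), with 3 genes called over all genes and 7 when adjusted over the list alone. The 8 include HBA1 with HBA2 and HBG1 with HBG2, so they are not 8 independent genes and the p may be too small. Heme synthesis had a median of 0.71 (adjusted p 3.09e-04), with 3 genes called and 8 when adjusted over the list alone (7 higher, 1 lower). Erythroid membrane genes had a median of 0.92 (adjusted p 4.00e-04), with 3 called and 6 when adjusted over the list alone. The lysosome list had a median of 0.55 (adjusted p 0.00360), with 1 called and 3 when adjusted over the list alone. Heme transport and degradation had a median of 0.69, or 0.38 with genes at the detection limit set to their bound (adjusted p 0.0436). In this list 0 genes were called and 3 when adjusted over the list alone (2 higher, 1 lower), 4 having an unadjusted p under 0.05. ATF4 targets fell, with a median of -1.11 (adjusted p 0.00330) and 0 genes called either over all genes or when adjusted over the list alone, 7 having an unadjusted p under 0.05. BACH1 targets (median -0.34, adjusted p 0.289), erythroid regulators (0.19, adjusted p 0.286) and iron handling (0.10, adjusted p 0.930) did not pass. Under fry, globins, heme synthesis, heme transport and degradation, and the lysosome held, and with an estimated correlation 0 lists passed. As many lists were reached by 3 of the 10 ways to split these 6 libraries 3 against 3, and by 8, 6 and 9 of 10 for butyrate in KO and for genotype in untreated and treated cells. Only globins and ATF4 targets passed without replicate 1 of treated WT. That fit gave medians of 0.31 for erythroid membrane genes, 0.40 for heme synthesis and 0.31 for the lysosome. Without replicate 2 of untreated WT the median of ATF4 targets was -0.18 (adjusted p 0.133).

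Of single list genes in WT, ALAS2 rose from 24.0 ± 14.2 to 193 ± 54.9 CPM (SD, n = 3), a log2 change of 3.00 (SE 0.36, edgeR adjusted p 0.00386) that passed in all 6 fits leaving out 1 library. Without replicate 3 of untreated WT the lower mean was 15.9 CPM. ALAD rose by 1.67 (SE 0.25, edgeR adjusted p 0.00721) and passed in all 6 fits. The mitochondrial iron importer SLC25A37 rose by 1.35 (edgeR adjusted p 0.0126), passing in 3 of 6 fits, with the highest adjusted p of 0.0713 without replicate 1 of untreated WT. SLC4A1 rose by 4.86 (edgeR adjusted p 0.0102), passing in 4 of 6 fits, with 0.0599 without replicate 1 of untreated WT. GYPB, which is uncertain because its reads can be shared with similar sequence, rose by 2.28 (edgeR adjusted p 0.00691) and passed in all 6 fits. In a fit of only the 6 libraries compared, SLC25A37, SLC4A1 and GYPB did not pass (edgeR adjusted p 0.0558, 0.0639 and 0.0558).

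Globin genes with near-identical copies were read as sums. HBG1 and HBG2 together went from 8338 ± 3182 CPM in untreated WT to 21628 ± 8018 CPM in treated WT (SD, n = 3). Their separate rises of 1.42 (HBG1, edgeR adjusted p 0.0669) and 1.35 (HBG2, adjusted p 0.0796) did not pass, while in the fit with the replicate block the adjusted p was 0.00452 and 0.00612. HBA1 and HBA2 together went from 1218 ± 599 to 7739 ± 6392 CPM (SD, n = 3), the treated mean being 4162 without replicate 1. HBA1 rose by 2.61 (edgeR adjusted p 0.0327) and HBA2 by 2.73 (adjusted p 0.0321), each passing in 2 of 6 fits, with the highest adjusted p of 0.142 for HBA1 and 0.138 for HBA2 without replicate 2 of untreated WT. HBE1 rose by 1.86 (edgeR adjusted p 0.117, and 0.0203 with the replicate block). The DESeq2 Wald test gave adjusted p of 0.00362 for HBG1, 0.00605 for HBG2 and 0.0145 for HBE1. HBG1 also passed in edgeR with library size alone (0.0470) and with no filter (0.0472). HBG1, HBG2 and HBE1 each passed in 0 of the 6 fits leaving out 1 library, so their calls depend on the setting.

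**Figure D3:**
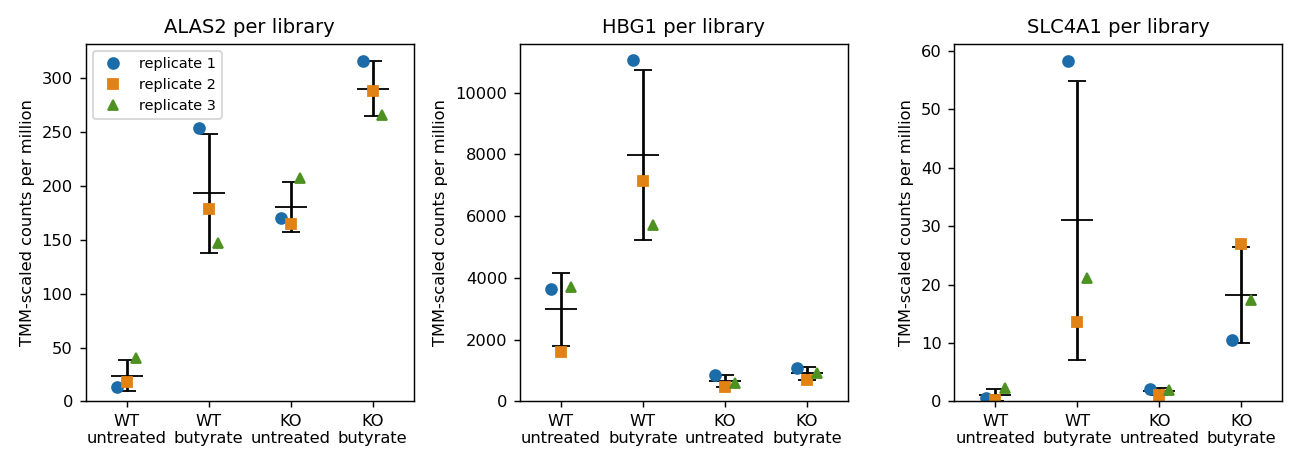
ALAS2, HBG1 and SLC4A1 in TMM-scaled CPM (y axes, linear) in the 4 groups (x axes). Points are libraries, horizontal lines are means and error bars are SD (n = 3). ALAS2 means were 24.0, 193, 181 and 290 from left to right, and HBG1 shares sequence with HBG2.

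In KO cells, 537 genes differed between treated and untreated libraries in edgeR's quasi-likelihood test, 443 higher and 94 lower, and the groups did not overlap for 3851 genes (10% by chance). With the replicate block the count was 1852 (1232 higher, 620 lower), including the 537. It was 113, 48 and 286 without replicate 1, 2 or 3 of untreated KO, and 833, 85 and 250 without replicate 1, 2 or 3 of treated KO. ENTPD2 was at least 57.3-fold higher and ITLN1 at least 21.4-fold higher in treated cells, and TMEM59L rose by 7.59 on the log2 scale (SE 1.11, edgeR adjusted p 0.00538). ENTPD2 passed in all 6 fits that left out 1 library, TMEM59L in 5 and ITLN1 in 2, with the highest adjusted p of 0.0547 for TMEM59L and 0.123 for ITLN1, both without replicate 2 of untreated KO. The largest falls were those of TRDN (-3.396, SE 0.73, edgeR adjusted p 0.0281), SLC7A11 (-2.91, SE 0.56, adjusted p 0.0200) and PCAT14 (-2.90, SE 0.54, adjusted p 0.0163). TRDN passed in 1 of 6 fits (0.128 without replicate 2 of treated KO), SLC7A11 in 4 (0.0915 without replicate 2 of untreated KO) and PCAT14 in 3 (0.0823 without replicate 2 of untreated KO). SLC7A11 fell by 1.18 in WT (edgeR adjusted p 0.268), and its interaction was -1.73 (adjusted p 1.00). Leaving out single libraries placed its log2 change in WT between -1.35 and -0.754.

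Only ATF4 targets passed camera for butyrate in KO, with a median of -1.51 (18 genes, 18 lower, adjusted p 1.54e-08) and with 1 gene called over all genes and 8 when adjusted over the list alone. The median was -2.49 without replicate 3 of treated KO. This list had an adjusted p of 0.0505 under fry, which instead placed heme transport and degradation past the threshold. The medians of the other lists were 0.58 for globins (adjusted p 0.0723), 0.39 for erythroid regulators (0.0723), 0.27 for the lysosome (0.0723), 0.38 for heme synthesis (0.102), 0.45 for heme transport and degradation (0.102), -0.10 for BACH1 targets (0.192), 0.06 for erythroid membrane genes (0.403) and -0.04 for iron handling (0.914). With library size alone the medians of BACH1 targets and iron handling changed sign, to 0.01 and 0.08. With the replicate block, globins (adjusted p 0.0454) and the lysosome (0.0458) also passed camera. Globins passed without replicate 1 of untreated KO (adjusted p 0.0101), the lysosome without replicate 3 of untreated KO (0.0435) and erythroid regulators without replicate 3 of treated KO (0.00503).

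Among list genes in KO, ALAD rose by 1.18 (edgeR adjusted p 0.0262), SLC25A37 by 1.02 (adjusted p 0.0303) and SLC4A1 by 3.404 (adjusted p 0.0272). They passed in 2, 1 and 1 of the 6 fits, with the highest adjusted p of 0.135, 0.152 and 0.141 in edgeR, all without replicate 2 of untreated KO. ALAS2 went from 181 ± 23.2 to 290 ± 25.5 CPM (SD, n = 3), a rise of 0.68 (SE 0.34, edgeR adjusted p 0.289). HBG1 and HBG2 together went from 2042 ± 619 to 2793 ± 608 CPM (SD, n = 3), and neither passed alone (HBG1 0.47, edgeR adjusted p 0.510; HBG2 0.44, adjusted p 0.544). HBA1 and HBA2 together went from 300 ± 118 to 645 ± 19.1 CPM (SD, n = 3), with edgeR adjusted p 0.296 for HBA1 and 0.261 for HBA2, the latter being 0.0488 with the replicate block. HBE1 rose by 3.83 (SE 0.63, edgeR adjusted p 0.00995), with 0.0675 without replicate 2 of untreated KO. The interactions of HBE1 (1.97), HBA1 (-1.55), HBA2 (-1.56), HBG1 (-0.95) and HBG2 (-0.91) had an edgeR adjusted p of 1.00 each.

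Across the 15805 genes, the butyrate effects in WT and KO had a Pearson correlation of 0.606 and a Spearman correlation of 0.619, and genes are not independent replicates. The Pearson value was 0.318 with no filter, the alternative that moved it most. For replicates 1, 2 and 3 taken singly it was 0.355, 0.622 and 0.602. Both responses called 171 genes, 170 of them with the same sign, against 12.6 expected by chance.

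Whether the response to butyrate differed between genotypes was tested by the interaction. At an adjusted p under 0.05, 0 genes passed edgeR's quasi-likelihood test, and 658 had an unadjusted p under 0.05, fewer than the 790 expected by chance. The DESeq2 Wald test moved this most, to 86 genes, and the replicate block gave 3. The fits leaving out 1 library gave 1 gene without replicate 1 of treated WT, 2 without replicate 1 or without replicate 2 of treated KO, 1 without replicate 3 of untreated KO and 1 without replicate 3 of treated KO, and 0 in the others. The 3 genes of the blocked fit were LINC01234, ESAM and CD24, which fall outside the naming rule and were chosen after their values were seen. LINC01234 went from 1.64 ± 0.324 to 26.2 ± 11.2 CPM in KO and from 27.6 ± 4.31 to 46.1 ± 3.57 CPM in WT (SD, n = 3), an interaction of 3.26 (SE 0.42) with an edgeR adjusted p of 0.0566, the smallest of all genes, and 0.00456 with the block. It passed without replicate 1 (0.0382), replicate 2 (0.0423) or replicate 3 (0.0246) of treated KO, which are 3 of the 12 fits leaving out 1 library, and the highest adjusted p was 0.320 without replicate 2 of treated WT. ESAM had an interaction of -4.27 (edgeR adjusted p 0.263, blocked 0.00456) and CD24 one of 5.47 (adjusted p 0.182, blocked 0.0236), and they passed in 0 of the 12 fits, the highest adjusted p being 0.647 and 0.517 without replicate 2 of untreated KO. Over these fits the value of CD24 ranged from 4.91 to 9.02. The DESeq2 Wald test called LINC01234 (adjusted p 4.89e-09), ESAM (0.00135) and CD24 (0.000213). In edgeR, LINC01234 also passed with no filter (0.0149) and with at least 10 counts in every library (0.0388). ESAM also passed in edgeR without the libraries numbered 1 (0.0164).

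Camera placed 4 lists past the threshold in the interaction, each with a lower value in KO. They were ATF4 targets (median -0.42, 17 of 18 genes lower, adjusted p 3.07e-04), erythroid membrane genes (-0.61, 14 of 17 lower, adjusted p 0.00143), globins (-1.25, 7 of 8 lower, adjusted p 0.00697) and heme synthesis (-0.42, 11 of 13 lower, adjusted p 0.00697). Over all genes 0 members were called in each by edgeR. Adjusted over the list alone, 0, 3, 0 and 1 members were called, in the order given, and 2, 5, 3 and 1 had an unadjusted p under 0.05. With the replicate block all 4 passed, with adjusted p of 0.00264, 0.00388, 0.00388 and 0.00544. The calls did not hold under fry or with an estimated correlation, where 0 lists passed. Without the libraries numbered 1, an alternative added after seeing the data, 0 of these 4 lists passed. The medians of the remaining lists were -0.01 for BACH1 targets (adjusted p 0.733), 0.11 for erythroid regulators (0.292), -0.26 for heme transport and degradation (0.811), -0.06 for iron handling (0.811) and -0.19 for the lysosome (0.351), and library size alone changed the sign for BACH1 targets (0.14) and iron handling (0.07). Without replicate 1 of treated WT, the medians of the 4 lists were -0.19, -0.02, -0.62 and -0.14, and of these only ATF4 targets passed, while erythroid regulators rose past the threshold (median 0.67, adjusted p 0.00180). Globins and heme synthesis also failed to pass without replicate 1 of untreated KO or replicate 2 of untreated WT. The median of ATF4 targets was -0.97 without replicate 2 of untreated WT, -0.12 and -0.18 without replicate 2 of untreated or treated KO, -0.15 without replicate 3 of untreated WT and -1.31 without replicate 3 of treated KO. For globins it was -1.89 without replicate 1 of untreated WT and -1.92 without replicate 3 of treated WT, and for erythroid membrane genes -1.02 without the latter and -0.29 without replicate 3 of treated KO, a fit in which erythroid regulators also passed (0.0199).

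ALAS2 had an interaction of -2.32 (SE 0.48, edgeR adjusted p 0.244 over all genes and 0.00482 when adjusted over the list alone). GYPB had -2.002 (SE 0.45, edgeR adjusted p 0.305, list alone 0.0115) and XK -1.56 (SE 0.49, adjusted p 0.758, list alone 0.0446). In the DESeq2 Wald test ALAS2 and GYPB passed over all genes, with adjusted p of 0.00410 and 0.0132. The list-alone call was kept in all 12 fits that left out 1 library for ALAS2 and GYPB and in 4 for XK, the highest value of XK being 0.127 without replicate 3 of treated KO.

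**Figure D4:**
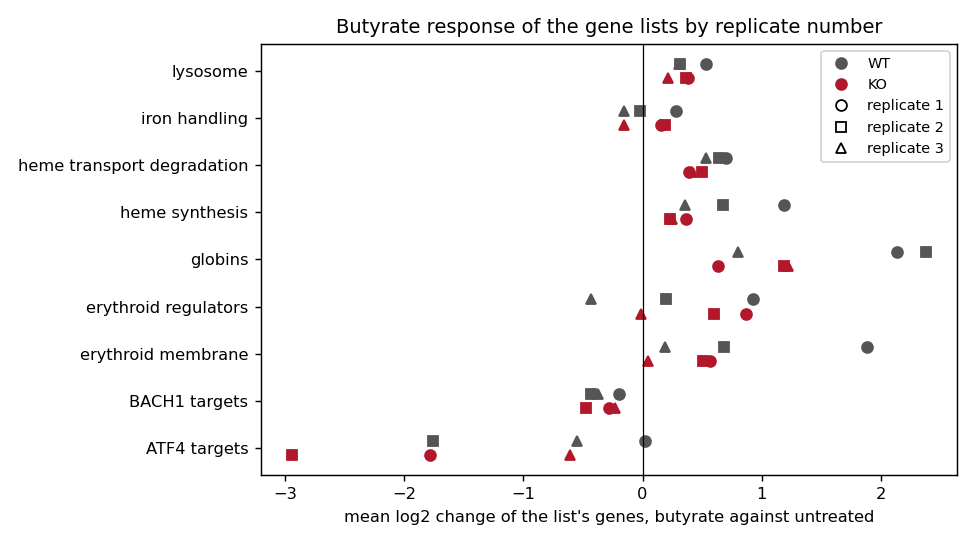
Mean log2 change of each list's genes, treated minus untreated library of the same replicate number (x axis), for the 9 lists (y axis). Grey points are WT and red points KO, and shapes give the replicate number. Globin responses were 2.13, 2.38 and 0.80 in WT and 0.64, 1.18 and 1.22 in KO for replicates 1, 2 and 3.

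Untreated KO cells were compared with untreated WT cells to give the effect of genotype without butyrate. The number of KO clones is not stated, so genotype and cell population coincide in these contrasts. Of 15805 genes, 3574 differed in edgeR's quasi-likelihood test, 1856 higher and 1718 lower in KO, and the groups did not overlap for 6692 genes (10% by chance). A threshold of 0.01 moved the count most among the alternatives set in advance, to 1917, and the fits that left out 1 library gave 2485 to 2844. COL2A1 was at least 1834-fold higher in KO, CLCA1 at least 733-fold and LOC100294145 at least 398-fold. Of these, CLCA1 had a KO mean of 119 ± 78.4 CPM (SD, n = 3) and 79.3 CPM without replicate 2. ALDH1A2 was at least 1290-fold lower, KRT19 at least 599-fold and CAV2 at least 493-fold. All 6 genes passed in every fit leaving out 1 library. Differences were unevenly spread over chromosomes, with a median log2 difference of -0.78 on chromosome 7, -0.52 on chromosome 18, 0.93 on chromosome 13, 0.64 on chromosome 14 and 0.45 on chromosome 3. It was 0.03 on chromosome 12, which carries SLC48A1.

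In treated cells, 3009 genes differed between KO and WT, 1604 higher and 1405 lower in KO, and the groups did not overlap for 5352 genes (10% by chance). With the replicate block the count was 4612 (2462 higher, 2150 lower), and 3007 of the 3009 were kept. CHI3L2 was at least 1624-fold higher in KO, COL2A1 at least 1517-fold and CTAG2 at least 527-fold. CHI3L2 averaged 253 ± 171 CPM in treated KO (SD, n = 3), and 166 CPM without replicate 1. ALDH1A2 was at least 1608-fold lower, ENC1 at least 478-fold and TMOD2 at least 417-fold, and these 6 genes passed in every fit leaving out 1 library. In treated WT, ENC1 averaged 65.9 ± 41.9 CPM and TMOD2 57.4 ± 39.1 CPM (SD, n = 3). Their counts there ranged from 431 to 2484 and from 238 to 2589 between libraries. The genotype effects in untreated and treated cells had a Pearson correlation of 0.883 and a Spearman correlation of 0.805 across genes. Both called 2374 genes, all with the same sign, against 680 expected by chance. The Pearson value was 0.672 with no filter, the alternative that moved it most.

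**Figure D5:**
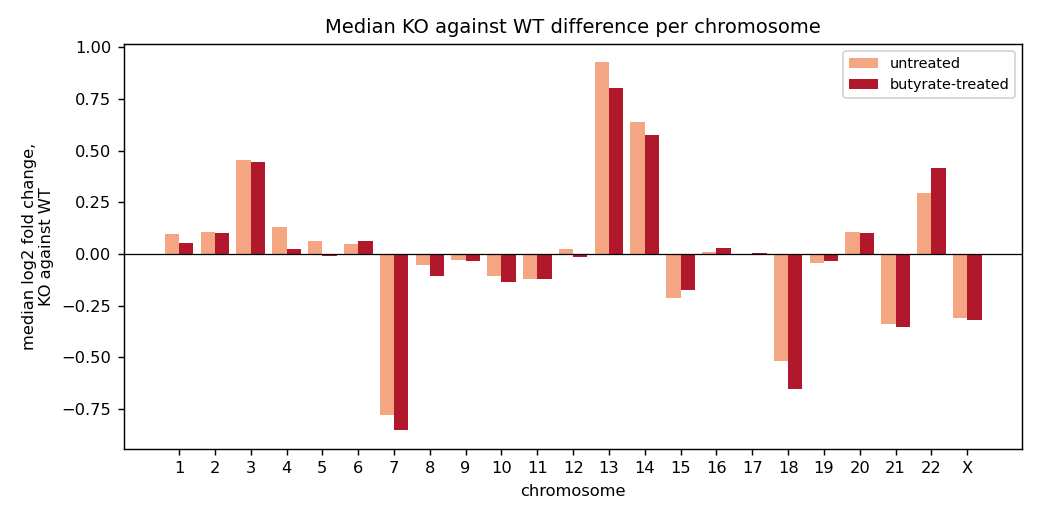
Median log2 fold change of KO against WT (y axis) over the tested genes of each chromosome (x axis) in untreated and treated cells. Medians were -0.78 and -0.85 on chromosome 7 and 0.93 and 0.80 on chromosome 13.

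Globins were the list past the camera threshold in the genotype contrasts. Their median was -1.93 in untreated cells (6 of 8 lower, adjusted p 0.0392), with 5 called both over all genes and when adjusted over the list alone. It was -3.00 in treated cells (8 of 8 lower, adjusted p 8.13e-05), with 5 called over all genes and 7 when adjusted over the list alone. These counts also take HBA1, HBA2, HBG1 and HBG2 as separate genes. Both list calls held under fry and neither with an estimated correlation. In untreated cells the adjusted p was 0.211 without replicate 1 of untreated WT, 0.179 without replicate 2 of untreated KO, 0.0693 without replicate 3 of untreated WT and 0.132 without replicate 3 of untreated KO. In treated cells ATF4 targets also passed without replicate 3 of treated KO (median -0.64, adjusted p 0.00264).

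The other lists did not pass camera in either genotype contrast. Medians in untreated and treated cells were 0.04 and -0.35 for ATF4 targets (adjusted p 0.638 and 0.181), -0.51 and -0.78 for BACH1 targets (0.253 and 0.154), 0.29 and -0.43 for erythroid membrane genes (0.638 and 0.363), and -0.49 and -0.36 for erythroid regulators (0.253 and 0.344). They were 0.01 and -0.30 for heme synthesis (0.638 and 0.376), 0.21 and -0.04 for heme transport and degradation (0.638 and 0.586), -0.17 and -0.37 for iron handling (0.253 and 0.154), and -0.07 and -0.24 for the lysosome (0.638 and 0.315). With library size alone the median of heme synthesis in untreated cells was -0.01 and that of heme transport and degradation in treated cells 0.07. Fry placed BACH1 targets, iron handling, and heme transport and degradation past the threshold in both contrasts.

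Summed HBG1 and HBG2 stood at 2042 CPM in untreated KO against 8338 in untreated WT, and at 2793 in treated KO against 21628 in treated WT. The separate log2 differences were -2.19 and -3.14 for HBG1 (edgeR adjusted p 0.00121 and 1.59e-04) and -1.95 and -2.85 for HBG2 (adjusted p 0.00261 and 3.14e-04), each past the threshold in all 6 fits that left out 1 library. HBA1 and HBA2 differed by -3.48 and -3.71 in treated cells (edgeR adjusted p 0.00123 and 0.00104). In untreated cells they differed by -1.92 and -2.15 (edgeR adjusted p 0.0225 and 0.0155), passing in 3 of 6 fits each, the highest being 0.0889 and 0.0632 without replicate 1 of untreated WT. HBE1 fell from 4348 ± 1816 CPM in untreated WT to 17.2 ± 9.48 CPM in untreated KO (SD, n = 3), a log2 difference of -7.99 (edgeR adjusted p 1.65e-05). In treated cells it stood at 15792 ± 6634 CPM in WT and 244 ± 165 in KO (SD, n = 3), a difference of -6.02 (edgeR adjusted p 9.88e-05), the KO mean being 157 without replicate 1. Genes around the beta-globin cluster on chromosome 11 also had a negative median, of -0.85 in both settings.

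ALAS2 was higher in KO than in WT before treatment, by 2.91 (SE 0.36, edgeR adjusted p 1.16e-04), and did not differ beyond the threshold in treated cells (0.59, SE 0.34, adjusted p 0.264). GYPB was higher in KO by 3.53 in untreated cells (edgeR adjusted p 1.89e-05) and by 1.53 in treated cells (adjusted p 0.00518). The ferritin light chain gene FTL was lower in KO by 1.30 on the log2 scale in both settings (edgeR adjusted p 5.85e-04 and 7.45e-04). BLVRB differed by -1.83 and -1.46 (edgeR adjusted p 3.35e-04 and 0.00191). TFR2 differed by -4.39 and -2.70 (adjusted p 1.78e-05 and 4.80e-04), with a mean of 9.05 ± 6.53 CPM in untreated KO (SD, n = 3) and 5.33 CPM without replicate 3. Chromosome 7, which carries TFR2, had median differences of -0.78 and -0.85, and with the chromosome median of the genotype effect removed TFR2 stayed past the threshold in both settings. FTL, BLVRB and TFR2 passed in all 6 fits of each contrast. Of the lysosomal membrane genes, LAMP2 differed by -1.59 and -1.67 (edgeR adjusted p 0.00310 and 0.00281). LAMP1 differed by 1.91 in untreated cells (edgeR adjusted p 0.0121), with 0.0521 without replicate 2 of untreated WT and 0.152 once the median of chromosome 13, which carries it, was removed.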

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

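The explanations by libraries numbered 1, correlation between genes of a list and scaling were chosen only after the interaction had been seen. Camera with the estimated correlation was itself an alternative set in advance. The remaining tests were chosen before.

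Camera gave a lower butyrate response in KO than in WT for 4 lists, by a test of the difference itself. The adjusted p was 3.07e-04 for ATF4 targets, 0.00143 for erythroid membrane genes, 0.00697 for globins and 0.00697 for heme synthesis. By replicate number, the mean response of globins was 2.13, 2.38 and 0.80 on the log2 scale in WT and 0.64, 1.18 and 1.22 in KO, so it was lower in KO for replicates 1 and 2 and higher for replicate 3. For ATF4 targets the responses were 0.02, -1.76 and -0.55 in WT and -1.79, -2.94 and -0.61 in KO, for erythroid membrane genes 1.89, 0.69 and 0.19 in WT and 0.57, 0.50 and 0.05 in KO, and for heme synthesis 1.18, 0.68 and 0.35 in WT and 0.37, 0.23 and 0.25 in KO, so in these 3 lists the value in KO was the lower for every replicate number. An exact permutation test of these 3 values against 3 gave p 0.3 for globins, 0.2 for ATF4 targets, 0.4 for erythroid membrane genes and 0.2 for heme synthesis, where 0.1 is the smallest possible. Of the 9 lists only heme transport and degradation, which camera did not call in the interaction, reached 0.1 in this test. Its responses were 0.70, 0.64 and 0.53 in WT and 0.39, 0.50 and 0.41 in KO. The permutation test takes the values as unpaired and makes no use of the deviations that same-numbered libraries share. With the replicate block, which does, all 4 lists passed camera, with adjusted p of 0.00264 for ATF4 targets, 0.00388 for erythroid membrane genes, 0.00388 for globins and 0.00544 for heme synthesis.

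Scaling does not account for the 4 lists, since all 4 passed with library sizes alone, and neither do trends on GC content or gene length, since 4 of 4 passed after these had been removed. The libraries numbered 1 and the correlation between genes of a list stay open, and either may carry the calls. Without the libraries numbered 1 in every group, 0 of the 4 lists passed, while leaving out number 2 or number 3 kept 4 of 4. With the correlation between genes estimated from the data, 0 passed, each of the 4 having an adjusted p of 0.504. The replicate numbers are shared by all groups, so a number can stand for a culture, a day or a batch that the labels do not name.

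Drawn assignments of the treatment labels, made within each genotype, gave 4 or more lists in 14 of 60 cases, the real one included, and as many genes with an unadjusted p under 0.05 in 23 of 60. Both shares are what chance gives, with the limit that swapping labels in a single genotype turns part of the response shared by both genotypes into an interaction. One drawn assignment gave 1532 genes past the threshold and 4885 with an unadjusted p under 0.05. It set both libraries numbered 1 of WT on the untreated side and, in KO, the libraries numbered 3 on that side and those numbered 1 on the treated side, so it follows the replicate number in part. The real split gave 0 genes, and 3 with the replicate block. The list calls are therefore no more than a hypothesis of a smaller rise of erythroid membrane, globin and heme synthesis genes and a larger fall of ATF4 targets in KO.

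ALAS2 had a lower response in KO with a p of 0.00482 adjusted over the list alone, and the values were 0.0115 for GYPB and 0.0446 for XK. None passed over all genes in edgeR, while ALAS2 (adjusted p 0.00410) and GYPB (0.0132) did in the DESeq2 Wald test. The interaction for ALAS2 stayed at or below -2.03 in every fit that left out 1 library. For GYPB and XK the values nearest 0 were -1.69 and -1.14, so no single library carried the direction of any of the 3 genes. The list-alone call was less firm for XK, which kept it in 4 of the 12 fits, with 0.127 without replicate 3 of treated KO. With butyrate the mean of XK went from 129 to 92.2 CPM in KO and from 15.4 to 32.5 CPM in WT. In untreated cells ALAS2 stood at 181 CPM in KO and 24.0 in WT, and GYPB at 154 and 13.3. All 3 genes thus began from a higher level in KO. A change of the response itself and a shifted starting level, both biological and both tied to genotype, may each give this pattern and were not tested apart. For GYPB, reads shared with similar sequence stay open. Differences between cell populations unrelated to SLC48A1 stay open as well.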

How the results depend on the processing

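The libraries left out by number, the removal of chromosome medians and library size without scaling for the lists were alternatives chosen after seeing the data. All others were set in advance.

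DESeq2 size factors and library size alone kept every gene count within 1.5 times, and library size alone gave 4 lists for butyrate in KO in place of 1. With no filter the interaction had 2 genes, and the correlations across genes were 0.318 for the butyrate effects and 0.672 for the genotype effects, since 21959 genes were then tested, the added ones being those removed by the filter on low counts. A minimum of 10 counts in every library left 11701 genes and removed those absent from a group. It gave 304 genes for butyrate in KO, 2334 and 1947 for genotype in untreated and treated cells, 1 for the interaction, and 6 lists for butyrate in KO. At an adjusted p of 0.01 the counts were 46 and 88 for butyrate in WT and KO, and 1917 and 1515 for genotype, as a stricter threshold must lower them. The DESeq2 Wald test gave 1331, 1538 and 86 genes for butyrate in WT, in KO and the interaction. It called all 372 and 537 genes of the butyrate contrasts, and the cause of the higher counts was not tested. A fit of only the 6 libraries compared gave 63 and 479 genes for butyrate in WT and KO, and 4093 and 1802 for genotype in untreated and treated cells. The spread of each gene then came from those 6 libraries alone, and why the counts moved in both directions was not tested.

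With the replicate block, which takes the shared deviation of same-numbered libraries out of the spread, the counts were 1361 and 1852 for butyrate in WT and KO, 4612 for genotype in treated cells and 3 for the interaction, and 3 lists passed for butyrate in KO. The share of higher genes was 63.5% and 66.5% for butyrate in WT and KO, against 76.6% and 82.5% without the block. The block changed the calls of 7 other results, which are given in the report for HBG1, HBG2, HBE1, HBA2, LINC01234, ESAM and CD24, and it changed no other call of a named gene.

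Among list tests, camera with the correlation estimated from the data gave 0 lists for butyrate in WT, 0 in KO, 0 and 0 for genotype in untreated and treated cells, and 0 for the interaction. Fry, which tests another null hypothesis, gave 4 and 4 lists for genotype in untreated and treated cells and 0 for the interaction.

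Leaving out replicate number 1 in all groups gave 1884 genes for butyrate in WT, 2164 in KO and 9 for the interaction, although fewer libraries were used, and the biological coefficient of variation fell to 0.253 from 0.384. Of the 372 and 537 genes, 346 and 525 were kept. Lists then numbered 2 for butyrate in WT, 0 for genotype in untreated cells and 0 for the interaction, and the correlation of genotype effects was 0.833. Leaving out number 2 gave 0 genes for butyrate in WT and 0 in KO, 1018 and 684 for genotype, and 0 lists for genotype in untreated cells. Leaving out number 3 gave 36 and 69 genes for butyrate, 1526 and 1096 for genotype, and a correlation of 0.832. Lists then numbered 2 for butyrate in KO, and 0 and 2 for genotype in untreated and treated cells. A coefficient of variation of 0.475 without number 2 and 0.416 without number 3 goes with the fall. Removal of the chromosome medians, which were estimated from the same data, gave 2909 and 2367 genes for genotype, of which 2666 and 2175 were among the 3574 and 3009.

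Across the fits that each left out 1 library, counts ranged from 43 to 1243 for butyrate in WT, from 48 to 833 in KO, from 2485 to 2844 and from 2014 to 3477 for genotype in untreated and treated cells, and from 0 to 2 for the interaction. The number of lists ranged from 2 to 7, from 1 to 2, from 0 to 1, from 1 to 2 and from 2 to 5, in the same order. The correlation of butyrate effects ranged from 0.476 to 0.605 and that of genotype effects from 0.829 to 0.873. SLC48A1 kept its direction and its call under every alternative run.

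For the 75 log2 fold changes of the 41 named genes, the alternatives set in advance, other than leaving out libraries, gave 495 values, of which 468 kept direction and side of the threshold, 8 fell below it and 19 rose past it. All 8 were butyrate effects in WT in the fit of only the 6 libraries compared. They were those of SNCB, ALPL, KCTD15, HBA1, HBA2, SLC4A1, GYPB and SLC25A37. Leaving out 1 library gave 486 values, of which 53 fell below and 3 rose past. The added alternatives gave 260 values, of which 55 fell below and 2 rose past. The number that changed sign was 0 in each group. The fit of only the 6 libraries compared is not defined for the interaction, and genes removed by the filter of 10 counts have no value there. Depth limits genes near 3 counts. Only a bound on the fold is given where every library of a group held 3 counts or fewer. SNCB and ALPL held at most 6 and 4 counts in untreated WT, and CD24 at most 4 in untreated KO. Their log2 values are given as estimates and rest on these few counts.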

Other observations

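The shuffles of genes over chromosomes, the comparisons within and around the globin clusters, and the checks of MTAP, CDKN2A and EIF4A1 were chosen only after their patterns had been seen.

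For each 2-group contrast, 1 of the 10 splits of its 6 libraries, the real one, gave as many genes past the threshold, which is the smallest share that 3 libraries against 3 allow. The next largest counts were 0, 2, 0 and 0 for butyrate in WT, butyrate in KO, genotype in untreated and genotype in treated cells. Among the 4 splits that part all same-numbered libraries, 1 of 4 gave as many in each contrast. The other splits keep some same-numbered libraries together and so also part the numbers. Counts of lists were not specific to the real split, since 3, 8, 6 and 9 of the 10 splits gave as many lists, in the same order, and 2, 3, 2 and 3 of the 4. The numbers of lists past the camera threshold in the report can therefore not be set apart from what other groupings give.

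KO and WT differed chromosome by chromosome. The standard deviation of the chromosome medians was 0.355 in untreated and 0.359 in treated cells, against 0.0647 and 0.0917 for butyrate in WT and KO, and the medians of the genotype contrasts correlated with each other at r 0.987 over 23 chromosomes. In 10000 shuffles of genes over chromosomes, 0.0001 was the p for the spread in untreated cells, the smallest that the shuffles can give, so a chance scatter of genes is excluded. GC content and gene length are excluded as well, since 99.8% of the spread was left after their trend was removed. A chromosome-wide change such as a difference in copy number between the cell populations remained open and passed a test that could have failed. With genes divided into 3 equal classes of expression, the medians of the highest and the lowest class correlated over chromosomes at r 0.922 (Spearman 0.809) in untreated cells. This test is not specific, because r was also 0.615 and 0.734 in the butyrate contrasts, whose spread also exceeded that of shuffles (p 0.0002 and 0.0001). A candidate explanation is that the KO population came from cells with another karyotype than the WT population, which would make part of the 3574 and 3009 genotype calls independent of SLC48A1. The labels give no number of KO clones, so the loss of SLC48A1 and a difference between cell populations are confounded with each other in every genotype contrast.

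Globin counts in KO were compared within each globin cluster and with neighbouring genes. A regional change such as a difference in copy number would move the globins of a cluster alike. In log2 CPM per library, the genotype effects of HBE1 and HBD, the furthest apart in the beta-globin cluster, differed by -8.48 (SE 0.75, t-test adjusted over 6 pairs, p 2.00e-05) in untreated and by -4.92 (SE 0.75, p 0.00105) in treated cells. In the alpha-globin cluster HBA2 differed from HBZ by -2.60 (SE 0.48, p 0.00397) in untreated cells and from HBQ1 by -2.89 (SE 0.74, p 0.0271) in treated cells. These values argue against a regional change as the whole source of the fall in either cluster. A regional change as part of it stays open. Around the beta-globin cluster the neighbours had a median of -0.85 in both settings, against -2.07 and -3.00 for its globins in untreated and treated cells, and 17 and 9 of 50 neighbours fell by more than the median globin. Around the alpha-globin cluster the medians were -0.29 and -0.15 for neighbours and -1.07 and -2.77 for globins, and 4 and 0 of 32 neighbours fell by more than the median globin.

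Sets of genes were seen in a single genotype. With group means above 5 CPM in both groups of a genotype and below 0.1 CPM in both groups of the other, 60 genes were found in WT and 59 in KO. MTAP and CDKN2A, which are known to be deleted in K562, served as a check for cells of another line that carry them, and the largest count of either in any library was 0. Whether both populations are K562 cannot be told apart from another line on this value, because a 0 can also come from the counting, as EIF4A1 shows.

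EIF4A1, a translation factor gene used by all cells, was listed at 0 in every library, while EIF4A2 held 130322 counts and EIF4A3 34105 counts in total. The overlapping read-through gene SENP3-EIF4A1 held 45 counts over all 12 libraries. Reads left uncounted because they fell in overlapping genes are a candidate source of the 0, but this cannot be told apart from other steps of the counting, whose tool is not stated. No biological explanation was tested. Other genes at 0 in the table may have the same origin.

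Libraries numbered 1 deviated most from the means of their groups. The standard deviation over genes of the mean deviation was 0.490 for number 1, against 0.267 and 0.365 for numbers 2 and 3. GC content and gene length explained 4.42% of the variance over genes for number 1, so they are excluded as the main source. Number 1 also had the highest shares of RNA28SN5 among the libraries of each group, from 2.30% to 5.63%, which might reflect RNA or library quality and was not tested. The labels name no batch.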
